A study of Mus musculus with 48 samples.

How the data were processed

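The measured libraries were LAM-HTGTS libraries of mouse pro-B and pre-B cells. Each deposited list held 1 junction per line, with the chromosome, position and strand of the prey, the ends of the prey and bait alignments, and a read name, per the file headers. These values are genomic positions and names with no normalization, so the counts used here were made here by counting lines of the authors' deposited lists. Reads were aligned to mm9, per the labels. The file headers name filters for unaligned, bait-only, uncut, misprimed, frequent-cutter, large-gap, low mapping quality, breaksite, sequential, repeat-sequence and duplicate reads, and neither they nor the labels give the aligner, versions or thresholds. How a filter on duplicates was set decides how often 1 joining event is listed, so each share was also computed with distinct junctions counted once.

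Of the deposited lists 58 were read: 37 full lists of single libraries, 14 off-target lists of single libraries and 7 off-target lists that pool libraries, which entered no comparison. All read names of the off-target lists were also in the full list of the same library for 13 of the 14 libraries, and WT BM replicate 4 had only an off-target list here. The labels do not say how off-target junctions were selected. A further pooled list, 1 in number, is named for an inversion that no sample label describes and was not used here, and 6 splenic samples were not analysed here. Groups and replicate numbers came from the sample titles. In BM samples the labels list purification on B220 beads and culture with IL-7 and SCF.

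The libraries carry no molecular identifiers. The JH-bait libraries spanned 61194 to 1016401 junctions over 8 sequencing runs and the Igk-bait libraries 1945 to 151435 over 3 runs, with runs told apart by the read names and numbered here. In full lists of JH-bait libraries 0% to 28.4% of lines were surplus to the number of distinct read names. The 28.4% was Wapl-degron IAA/Dox replicate 2, with 226216 lines and 161891 names. All other JH-bait libraries had at most 0.192%. For pairs of replicates the junction counts over regions were compared by a chi-square test, all pairs differed (largest p 1.8e-05), and all replicates were kept. Over VH segments, single-Igh IAA/Dox replicates 1 and 3 did not differ beyond counting error (p 0.448), nor did 3 other pairs of treated libraries (p 0.0605 to 0.198).

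Regions were set from the mm9 gene annotation: JH from 114666725 to 114668044, D from 114668739 to 114766265 (21 segments) and VH from 114812453 to 117238672 (112 genes, 2.43 Mb) on chromosome 12, and Igk V genes from 67505630 to 70654171 (99 genes) on chromosome 6. The plan had placed names by matching prey sequences to the annotation; positions on the same build were used in their place. VH segments were clusters of junction positions pooled over all JH-bait libraries, joined over gaps of up to 20 bp and named by an annotated gene within 20 bp. This gave 671 segments, of which 291 had at least 10 junctions, 104 of these with an annotated gene and 187 without. Annotated segments held 91.1% of the 605816 junctions in segments. VH genes are a family of related sequences, and the mapping filter of the authors may leave out or move junctions of near-identical genes.

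A VH share is the percent of all junctions of a library that lie in the VH region, and a distal share is the percent of VH junctions beyond the midpoint of that region. Groups were compared by two-sided exact permutation tests of the difference in means (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Python 3.11.15), with Benjamini-Hochberg adjustment over 19 tests. Counts per segment, over segments with at least 10 junctions in the groups compared, were tested with limma 3.58.1 (voom, lmFit, eBayes, prior count 0.5) in R 4.3.3 on the 2 groups of a comparison, with the total junctions as the library size and an adjusted p under 0.05 as the threshold. The fit shares its estimate of spread over segments, so very small limma p-values do not measure the spread of 1 segment between libraries. Shares of single libraries have 95% Wilson intervals. A fold against a group without a junction was taken against 3 counts per library. Plots were drawn with matplotlib 3.10.9. These tests, the groups and the alternatives not said to be added were chosen before the data were examined.

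The segments named in the text are, for each comparison, the 3 most used in either group, the 3 with the largest log2 fold change among those past the threshold whose libraries do not overlap between the groups, and Ighv5-2. The segment test was tested on simulated data with 33 to 40 segments changed 8-fold and a spread between libraries of 0.3, fewer than the usual number because 65 to 252 segments were at hand. It recovered 100% of changed segments for INV BM against WT BM (252 segments), 97.5% for the Wapl-degron line (128) and 92.5% for the single-Igh line (134) with and without IAA/Dox, 97.5% for the inverted single-Igh line (132), 93.9% for the Wapl-degron against the parental line (65) and 100% for WT BM against the parental line (178). Between 0% and 3.41% of unchanged segments were called. Real WT BM libraries spread more than the simulated ones, with Ighv2-2 at 0.862% ± 0.712 of their junctions. The simulation also drew each segment independently, without a shift common to a library. For the comparisons with WT BM it therefore does not show the recovery or false calls at the real spread.

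Replicate numbers are shared between groups in the titles. Deviations from the group means correlated over 0.1 in all 3 pairs only for the untreated Wapl-degron against the parental line (0.354, 0.404 and 0.120), where the fit with the number as a block called 0 segments as well, with 3 at an unadjusted p under 0.05.

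Alternatives tried were other denominators and library sizes, distinct junctions counted once, a prey alignment of at least 50 bp, a split of the VH region at 1 Mb, minimums of 1 and 100 junctions, the limma trend model, a quasi-binomial model per segment, the replicate number or the sequencing run as a block, region edges moved by 10 kb, each read name counted once, annotated segments only, Ighv5-2 left out, a distance of 1 Mb for Igk, line labels permuted in place of treatment labels, and each replicate left out in turn.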

Results

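Junctions of the mouse immunoglobulin heavy chain locus (Igh) were mapped by LAM-HTGTS, an assay that extends a primer placed at a bait segment by linear amplification and sequences across each joint to the DNA it was joined to (the prey). The question, per the series' design, was how RAG scanning and cohesin-driven contraction of the locus bring distant V segments to the recombination centre. The series held 48 samples. Full junction lists of 37 libraries were used here. In 25 of them the bait lay in the JH segments, and in 12 it lay in the Igk light chain locus, as read from the bait positions in the files.

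The JH-bait libraries came from 2 kinds of cells. Bone marrow (BM) pro-B cells gave 3 wild-type libraries (WT BM) and 4 libraries labelled as carrying an Igh inversion (INV BM). Pro-B lines transformed by v-Abl and arrested with 3 uM STI-571, an Abl kinase inhibitor, gave the other 18 libraries, 3 for each of 6 groups. These were a parental line left untreated, a Wapl-degron line with and without IAA/Dox, a Wapl-degron line labelled single Igh with and without IAA/Dox, and an inverted derivative of the latter (single-Igh INV) with IAA/Dox. Wapl releases cohesin from chromatin, and in a degron line auxin (IAA) with doxycycline (Dox) triggers loss of the tagged protein. The labels give neither the ends of the inversion nor the protein level, and neither was measured here. They list RAG1 deficiency for the BM samples too, without a step that restored RAG, whereas the BM libraries held V(D)J joints.

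The JH-bait libraries held 61194 to 1016401 junctions each, and the Igk-bait libraries 1945 to 151435. WT BM libraries held 401241 to 1016401 and INV BM libraries 280184 to 785235. The shallowest JH-bait group was single-Igh INV with IAA/Dox, with 61194 to 328990. Reads carry no molecular identifiers, so intervals and count floors below cover counting error only. On chromosome 12 (mm9) the D region spanned 114668739 to 114766265 and the VH region 114812453 to 117238672, with 112 annotated VH genes. The distal part of the VH region began at its midpoint, 116025563, and held 49 of these genes. All positions, and the words proximal and distal, refer to the uninverted reference.

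VH junctions took 9.38% ± 1.57 (SD, n = 4) of all junctions in INV BM and 22.7% ± 20.5 (SD, n = 3) in WT BM, a difference within the spread of the WT BM libraries (two-sided exact permutation test, p = 0.286, smallest possible 0.0571, adjusted p = 0.388). Tests of shares were two-sided exact permutation tests throughout, and their adjusted p is Benjamini-Hochberg's over the 19 such tests reported. Its smallest value was 0.173, so none of the 19 passed 0.05 after adjustment. Most of the 19 could not reach 0.05 even unadjusted, because their smallest possible p was 0.0571 or more. The WT BM libraries stood at 45.5%, 16.4% and 6.04%, because JH-region junctions took 5.06%, 64.8% and 87.4% of them. The alternative that moved this result most was a denominator of D and VH junctions. On it the VH share was 10.1% ± 2.02 (n = 4) in INV BM and 49.9% ± 1.51 (n = 3) in WT BM, with all INV BM libraries below all WT BM libraries (exact permutation p = 0.0571, the smallest possible). The size of the difference over all junctions depended on single libraries. It was -13.3 percentage points with all libraries and -1.85 without WT BM replicate 1. With each library left out in turn it ran from -21.6 to -1.85. Within sequencing run 3, one of the runs numbered here from the read names, the VH share of all junctions averaged 8.60% in 3 INV BM libraries and 11.2% in 2 WT BM libraries. Within run 10 it was 11.7% in 1 INV BM library and 45.5% in 1 WT BM library. Of D and VH junctions, the within-run values were 9.04% against 50.8% and 13.1% against 48.2%.

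**Figure D1:**
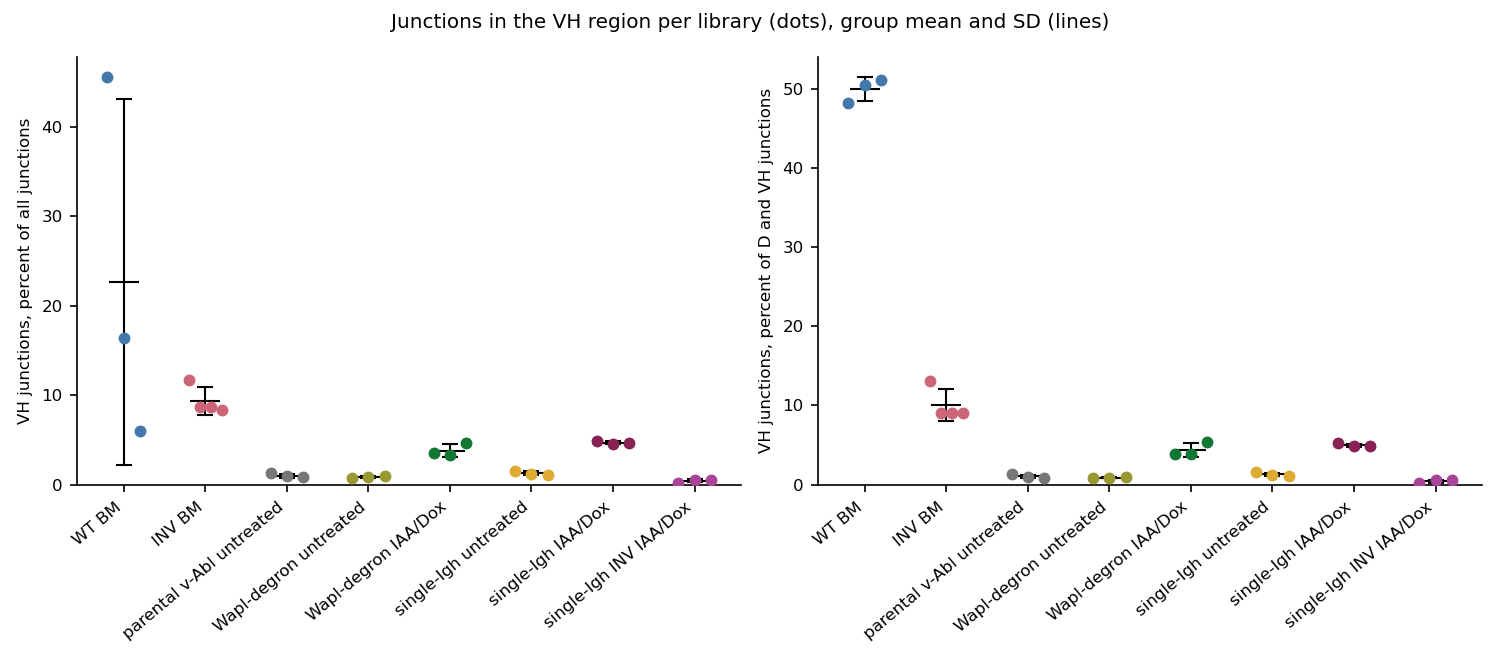
Percent of junctions in the VH region per library, of all junctions on the left and of D and VH junctions on the right, with dots for libraries and lines for the group mean and SD (n = 3, or 4 for INV BM). On the right the WT BM libraries lie between 48.2% and 51.1%, above all INV BM libraries.

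Of the VH junctions, 10.3% ± 0.621 (n = 4) lay in the distal part in INV BM and 33.2% ± 2.89 (n = 3) in WT BM (exact permutation p = 0.0571, the smallest possible, adjusted p = 0.173), lower in 4 of 4 INV BM libraries. Within runs the values were 10.6% against 31.5% and 9.33% against 36.5%. The direction depended on 1 segment and on whether each distinct junction was counted once. That count may also merge separate joining events with the same ends, so it does not tell repeated lines from higher use. Ighv5-2 took 83.9% ± 1.01 (n = 4) of the VH junctions in INV BM and 7.45% ± 1.80 (n = 3) in WT BM, and with each distinct junction counted once 33.3% ± 3.37 and 3.45% ± 0.953. With Ighv5-2 left out, an alternative chosen after these values were seen, the distal share was 63.8% ± 1.496 (n = 4) in INV BM and 35.9% ± 2.60 (n = 3) in WT BM. With each distinct junction counted once it was 41.5% ± 2.39 in INV BM and 40.7% ± 1.66 in WT BM, a difference within the spread between libraries.

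VH segments were defined as clusters of junction positions, and 267 entered the test of INV BM against WT BM. limma voom with the total number of junctions as the library size called 148 at a Benjamini-Hochberg adjusted p under 0.05, of which 26 were higher and 122 lower in INV BM. Without WT BM replicate 3 the higher calls fell to 11, with 131 lower, and without any other library they numbered 19 to 26. With VH junctions as the library size it called 62 higher and 123 lower, and with D and VH junctions 16 higher and 154 lower. The median log2 change over the 267 segments was -2.34, -1.73 and -3.999 under these 3 scalings. Over the 540 segments with at least 1 junction, with the total junctions as the library size, the median was 0.686, with 54 segments called higher and 130 lower. A quasi-binomial model, which takes its spread from each segment alone, called 0 segments, and 4 had an unadjusted p under 0.05. The strand of a segment was taken over all JH-bait libraries together, not per group. Of the 26 higher segments 24 were joined mostly on the minus strand, and 1 carried an annotated VH gene. All 122 lower segments were joined mostly on the plus strand, and 91 carried an annotated gene.

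Ighv5-2, one of the VH genes nearest the D region (chromosome 12, 114816715 to 114817201), rose to 7.88% ± 1.42 (n = 4) of junctions in INV BM from 1.47% ± 1.08 (n = 3) in WT BM. Its log2 fold change was 2.80 (SE 0.55, limma adjusted p = 9.2e-06), and 3.73 and 1.504 with VH and with D and VH junctions as the library size. The next most used site in INV BM, position 117193793 (117193769 to 117193818), overlaps no annotated VH gene. Over all JH-bait libraries it was joined on the minus strand in 98.5% of its junctions. It took 0.154% ± 0.0243 in INV BM and 0.00348% ± 0.00476 in WT BM (log2 fold change 6.46, limma adjusted p = 1.1e-06). Ighv1-81 (117158490 to 117158923) fell by 1.67 on the log2 scale, to 0.127% ± 0.00842 from 0.520% ± 0.392 (limma adjusted p = 0.0452). That call was lost when any 1 INV BM library or WT BM replicate 2 was left out (limma adjusted p 0.0944 to 0.112), and when segments with at least 1 junction were tested (0.0550). Ighv2-2 (114826478 to 114826911) fell by 7.13, from 0.863% ± 0.712 in WT BM to 0.00508% ± 0.00317, and Ighv1-26 (116026583 to 116027016) fell by 4.54. Ighv1-49 and Ighv9-4 had log2 fold changes of -8.88 and -8.16. Ighv1-58 had 1 junction in INV BM and 1753 in WT BM, a pooled ratio of 1747 (95% exact counting interval 313 to 69059). Each of these 8 segments kept its direction under all 3 scalings, and none was called by the quasi-binomial model. The size of several changes rested on WT BM replicate 3, the library with most JH-region junctions: without it the log2 fold change was 2.18 for Ighv5-2 and -8.01 for Ighv2-2.

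**Figure D2:**
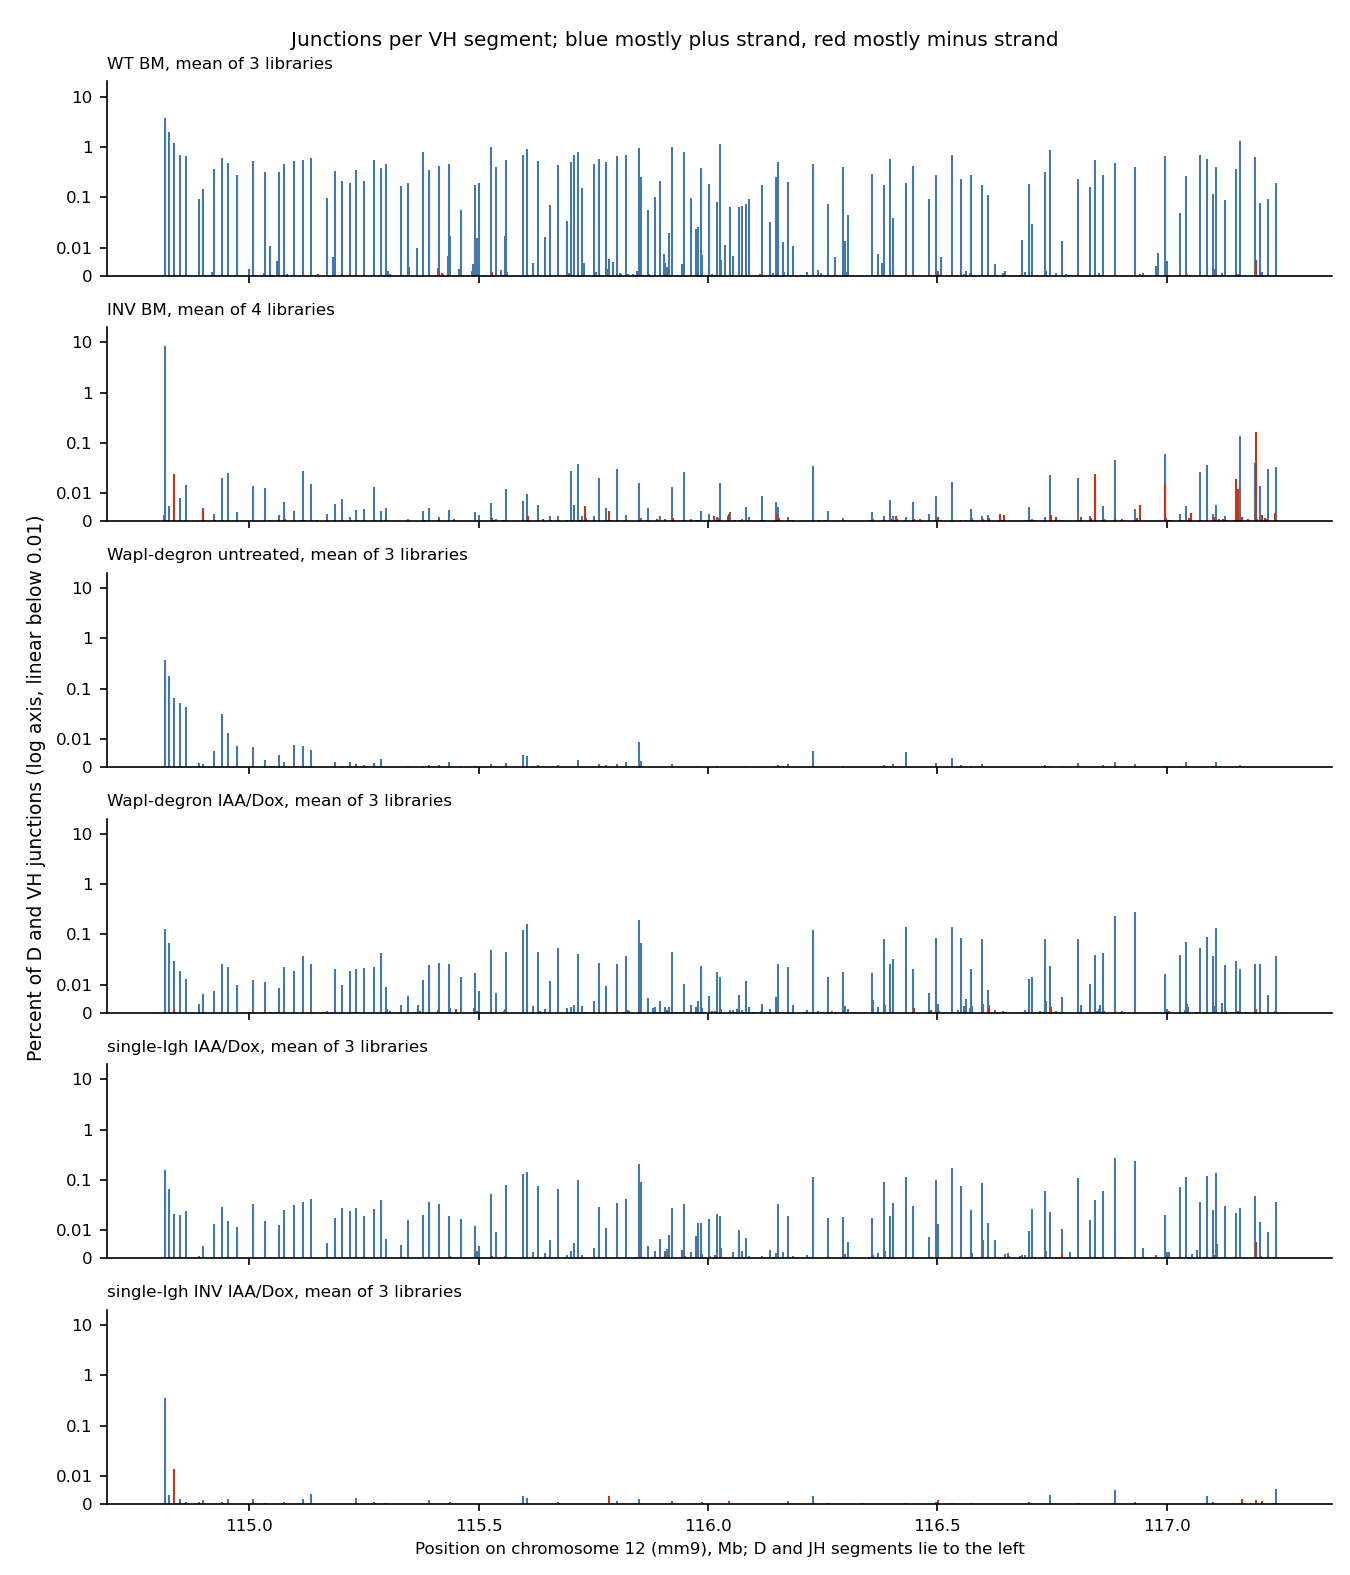
Mean percent of D and VH junctions (log axis, linear below 0.01) at each VH segment against its position on chromosome 12 (mm9, Mb) in 6 groups, blue for segments joined mostly on the plus strand and red for mostly minus. Strand was taken over all JH-bait libraries together, so the colours cannot show a change of strand between groups. In both inverted groups Ighv5-2, at the left end, holds 83.9% of listed VH junctions in INV BM and 81.0% in the single-Igh INV line, and 33.3% and 61.2% with each distinct junction counted once.

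The Wapl-degron line with and without IAA/Dox tests the effect of the treatment on VH usage. VH junctions took 3.80% ± 0.733 (n = 3) with IAA/Dox and 0.876% ± 0.0918 (n = 3) without, higher in 3 of 3 libraries (exact permutation p = 0.1, the smallest that 3 against 3 allows, adjusted p = 0.173). Their distal share was 57.9% ± 0.507 with IAA/Dox and 4.09% ± 1.09 without (n = 3 each, exact permutation p = 0.1, adjusted p = 0.173). Run 6 held 1 treated and all 3 untreated libraries, and gave 3.27% against 0.876% for the VH share and 57.9% against 4.09% for the distal share. That treated library was replicate 2, in which 28.4% of lines were surplus to its distinct read names. limma voom called 121 of 128 segments, 116 higher and 5 lower with IAA/Dox. The median log2 change over segments was 4.88, and 2.80 with VH junctions as the library size, which gave 108 higher and 12 lower. Keeping segments with at least 1 junction gave 250 calls, and with at least 100 junctions 58.

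In the single-Igh line VH junctions took 4.70% ± 0.204 (n = 3) with IAA/Dox and 1.27% ± 0.227 (n = 3) without, and 55.4% ± 2.13 against 3.99% ± 0.387 of them were distal (exact permutation p = 0.1 and adjusted p = 0.173 for both), higher in 3 of 3 libraries. Within run 7, the VH share was 4.59% in 2 treated libraries and 1.20% in 1 untreated library, and the distal share 54.4% against 3.85%. Of 134 segments, limma voom called 124 higher and 5 lower, at a median log2 change of 5.04 (3.11 with VH junctions as the library size, 98 higher and 10 lower). With the run as a block it called 76, of which 71 were higher. The treatment effect on the VH share, as a log2 ratio, was 1.89 in this line and 2.12 in the other, a difference of -0.23 (exact permutation of the treatment labels within lines, 400 arrangements, p = 0.835, smallest possible 0.0050, adjusted p = 0.905). That test assumes no treatment effect in either line, so it says little about whether the effects were equal. With the line labels permuted within each treatment, a test chosen after the data were seen that assumes no difference between the lines, the exact permutation p was 0.56 over 400 arrangements.

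In both lines 102 segments were called higher and 5 lower. The 5 lower segments were Ighv5-2, Ighv2-2, Ighv5-4, Ighv2-3 and Ighv5-6, of which the last 2 were named after their values were seen. Their junctions lie between 114816689 and 114863781, at the proximal end. Ighv5-2 fell to 0.112% ± 0.0150 from 0.365% ± 0.0348 in the Wapl-degron line (n = 3 each, log2 fold change -1.74, SE 0.17, limma adjusted p = 3.2e-21). In the single-Igh line it fell to 0.1503% ± 0.0106 from 0.566% ± 0.0783 (n = 3 each, log2 fold change -1.92, SE 0.16, limma adjusted p = 1.6e-08). These limma p-values rest on a spread shared over segments, and an exact permutation test of 3 against 3 libraries cannot go below 0.1. Ighv2-2 fell by 1.61 and 1.92 in the 2 lines and Ighv5-4 by 1.47 and 2.08. With VH junctions as the library size the falls were larger, at -3.82 for Ighv5-2 in both lines.

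The most used sites with IAA/Dox were the same 3 in both lines. Position 116930113, which overlaps no annotated VH gene, took 0.237% ± 0.0385 in the Wapl-degron line and 0.227% ± 0.00118 in the single-Igh line (n = 3 each, log2 fold change 7.71 and 8.29). Ighv8-12 (116886172 to 116886572) took 0.205% ± 0.0355 and 0.264% ± 0.00697 (6.85 and 6.32). Position 115850462, also without an annotated VH gene, took 0.166% ± 0.0161 and 0.194% ± 0.0124 (4.24 and 4.48). The largest limma adjusted p among these 6 tests was 3.9e-10. Several distal genes had few or no junctions without treatment. Ighv1-80 (117150555 to 117150987) was at least 39.4-fold higher with IAA/Dox in the Wapl-degron line, and position 117126319 at least 42.1-fold higher in the single-Igh line, against a floor of 3 counts per library. Ighv1-76 and Ighv1-75 had 2 junctions each in the untreated Wapl-degron libraries, for pooled ratios of 738 (95% exact interval 203 to 6117) and 438 (120 to 3638). Ighv1-82 had 1 in the untreated single-Igh libraries, for a ratio of 614 (109 to 24410.1). With the run as a block, the single-Igh calls of Ighv1-82 (adjusted p = 0.0800) and position 117126319 (limma adjusted p = 0.0939) were lost.

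Comparison of the inverted single-Igh line with the uninverted one, both with IAA/Dox, asks how the inversion changes the treated profile. VH junctions took 0.424% ± 0.163 (n = 3) in the inverted line and 4.70% ± 0.204 (n = 3) in the other (exact permutation p = 0.1, the smallest possible, adjusted p = 0.173), lower in 3 of 3 libraries. Their distal share was 7.51% ± 1.27 against 55.4% ± 2.13 (n = 3 each, exact permutation p = 0.1, adjusted p = 0.173). With Ighv5-2 left out the distal shares were 39.3% ± 2.07 and 57.2% ± 2.25. Within run 5, the VH share was 0.379% in 2 inverted libraries and 4.94% in 1 uninverted library, and the distal share 7.52% against 57.5%. limma voom called 133 of 136 segments, 4 higher and 129 lower. With VH junctions as the library size it called 5 higher and 45 lower, while the median log2 change moved from -5.23 to -1.81. The quasi-binomial model, whose p cannot show a change in a segment without a junction in 1 group, called 31.

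Ighv5-2 was among the 4 higher segments, at 0.341% ± 0.125 (n = 3) in the inverted line against 0.1503% ± 0.0106 (n = 3), with a log2 fold change of 1.19 (SE 0.37, limma adjusted p = 0.00295). The log2 fold change of Ighv5-2 was 4.68 with VH junctions as the library size (limma adjusted p = 6.2e-162), and 1.16 with D and VH junctions. That limma p rests on a spread shared over segments, so it does not measure the spread of Ighv5-2 alone between libraries. As a share of VH junctions Ighv5-2 took 81.0% ± 2.25 against 3.19% ± 0.125 (n = 3 each). The exact permutation p was 0.1, the smallest possible (adjusted p = 0.141 over 24 tests). With the run as a block its log2 fold change was 0.88 and the limma call was lost (adjusted p = 0.255). It was also lost when segments with at least 1 junction were kept (limma adjusted p = 0.0598). The other 3, positions 114835513, 115783297 and 116501113, had all their junctions on the minus strand and no annotated VH gene. The last 2 are named because the count was small, after their values were seen, and had 21 and 11 junctions in the inverted libraries. With the run as a block only position 114835513 was still called higher (limma adjusted p = 0.0192), and without single-Igh INV replicate 3 only it and Ighv5-2 were. Position 114835513 had 99 junctions in the inverted libraries and 0 in the others, at least 5.16-fold higher. Position 116930113, Ighv8-12 and position 115850462 fell by 7.76, 6.05 and 6.55 on the log2 scale, and kept that direction under all 3 scalings. Ighv1-74 and Ighv10-1 had no junction in the inverted libraries, and were at least 45.4-fold and 38.7-fold lower. Ighv1-78 had 1 junction in the inverted libraries and 527 in the others (pooled ratio 801, 95% exact interval 143 to 31704). Ighv1-85 (117238239 to 117238672), at the distal end, fell by 2.63 (limma adjusted p = 5.4e-05) but rose by 0.70 with VH junctions as the library size.

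**Figure D3:**
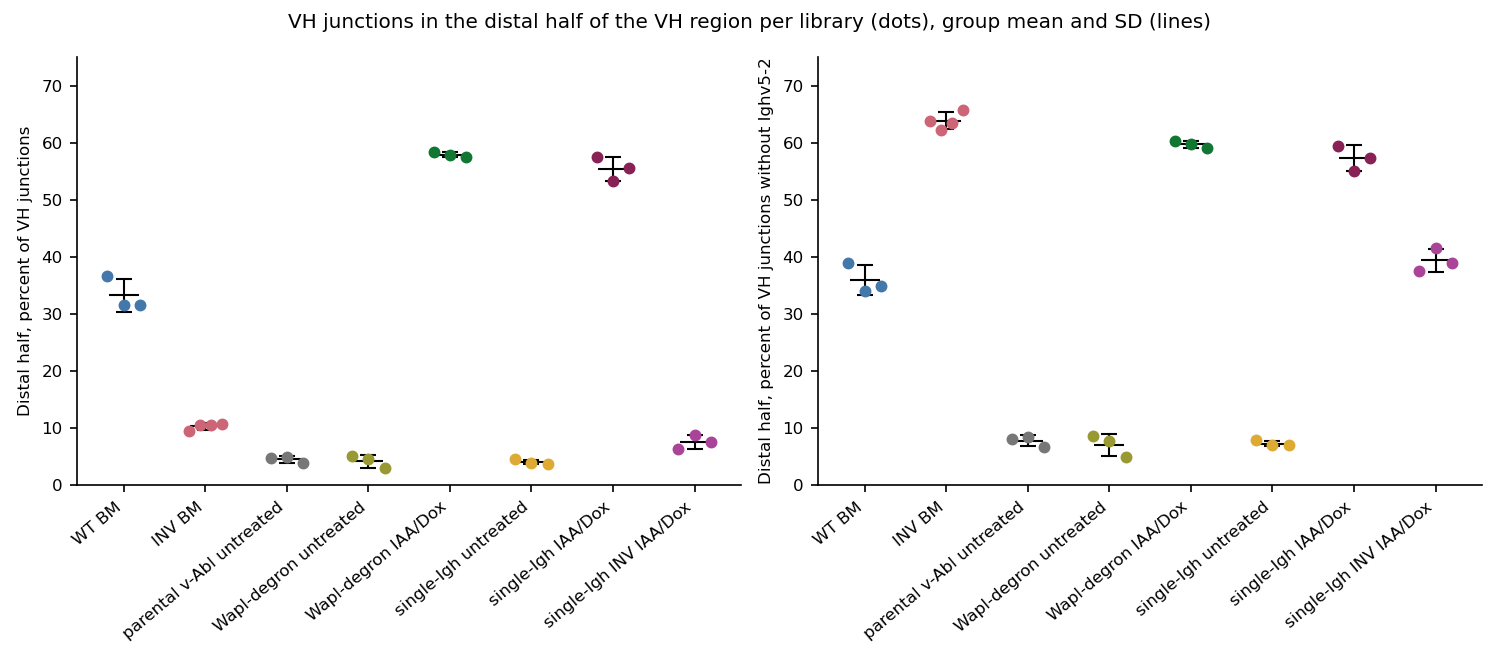
Percent of VH junctions in the distal part of the VH region per library, with all VH segments on the left and without Ighv5-2 on the right, with dots for libraries and lines for the group mean and SD (n = 3, or 4 for INV BM). Leaving out Ighv5-2 moves INV BM from 10.3% to 63.8% and the single-Igh INV line from 7.51% to 39.3%.

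The untreated Wapl-degron line was compared with the parental line to see whether the degron alone changed the profile. VH junctions took 0.876% ± 0.0918 (n = 3) and 1.02% ± 0.224 (n = 3), and the distal shares were 4.09% ± 1.09 and 4.42% ± 0.577, both within the spread between libraries (exact permutation p = 0.4 and 0.7, adjusted p = 0.507 and 0.831). limma voom called 0 of 67 segments, with 2 at an unadjusted p under 0.05. The limma trend model and the quasi-binomial model also called 0, with 3 and 0 at an unadjusted p under 0.05. Ighv5-2 differed by -0.16 on the log2 scale (SE 0.17, limma adjusted p = 0.875), Ighv2-2 by -0.09 and Ighv5-4 by -0.12, and for the last 2 the sign changed with VH junctions as the library size. The groups shared no sequencing run, so group and run cannot be told apart here.

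WT BM cells were set against the untreated parental line to compare primary cells with the arrested line. VH junctions took 22.7% ± 20.5 (n = 3) against 1.02% ± 0.224 (n = 3), and 33.2% ± 2.89 against 4.42% ± 0.577 of them were distal (exact permutation p = 0.1 for both, the smallest possible, adjusted p = 0.173). All 3 WT BM libraries lay above all 3 parental libraries. Without WT BM replicate 1 the difference in VH share moved from 21.7 to 10.2 percentage points. These groups shared no run either. limma voom called 124 of 182 segments, all higher in WT BM, at a median log2 change of 5.52. With VH junctions as the library size the median was 1.44 and the calls were 45 higher and 7 lower, and the quasi-binomial model called 0, with 0 at an unadjusted p under 0.05. For segments without a junction in the parental libraries, such as Ighv1-26 and Ighv1-18, that model's p cannot show a change.

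The 3 segments most used in the parental line, all near the proximal end, changed direction with the scaling in this comparison. Ighv5-2 took 1.47% ± 1.08 in WT BM and 0.431% ± 0.0852 in the parental line (n = 3 each, log2 fold change 1.53, limma adjusted p = 0.0834), but was lower by -2.55 with VH junctions as the library size. Ighv2-2 had log2 fold changes of 1.71 and -2.36 and Ighv5-4 of 2.36 and -1.73 under the same pair of scalings. With VH junctions as the library size limma called all 3 lower (adjusted p = 1.2e-05, 5.5e-06 and 0.00261). With each distinct junction counted once the log2 fold changes were -0.43, -0.16 and 0.021, and Ighv5-2 alone was called, as lower (limma adjusted p = 0.000112). Without WT BM replicate 3 the limma adjusted p of Ighv5-2 was 7.7e-05 at a log2 fold change of 2.10, and that of Ighv2-2 was 2.3e-05 at 2.49. The limma trend model, the replicate number as a block, and D and VH junctions as the library size also called both segments higher. The call of Ighv5-4 (limma adjusted p = 0.0198) was lost without parental replicate 2 or 3 or WT BM replicate 2 (0.0767 to 0.105). Ighv1-26 and Ighv1-18 had no junction in the parental libraries and were at least 693-fold and 605-fold higher in WT BM. Ighv1-81 had 1 junction in the parental libraries and 7996 in WT BM (pooled ratio 6222, 95% exact interval 1116 to 245802). With VH junctions as the library size its limma adjusted p was 0.0709.

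Off-target lists, for which the labels do not say how junctions were selected, were read for 14 libraries. They held 3144 to 11391 junctions in WT BM (n = 4, of which replicate 4 had only this list) and 5659 to 9172 in INV BM (n = 4). In the VH region, 93.5% ± 2.88 of the off-target junctions of WT BM lay on the plus strand, and 4.12% ± 2.21 of those of INV BM (n = 4 each, exact permutation p = 0.0286, the smallest possible, adjusted p = 0.173), lower in 4 of 4 INV BM libraries. Within run 3 the plus-strand share was 94.9% in 2 WT BM libraries and 3.08% in 3 INV BM libraries, and within run 10 it was 92.1% in 2 and 7.21% in 1. With any 1 library left out the difference was -90.4 to -88.0 percentage points, with an exact permutation p of 0.0571, the smallest then possible. The VH region held 19.0% ± 1.47 of off-target junctions in INV BM and 11.3% ± 6.60 in WT BM (n = 4 each, exact permutation p = 0.114, smallest possible 0.0286, adjusted p = 0.181). Within runs these shares were 18.5% against 6.63% and 20.7% against 15.96%.

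**Figure D4:**
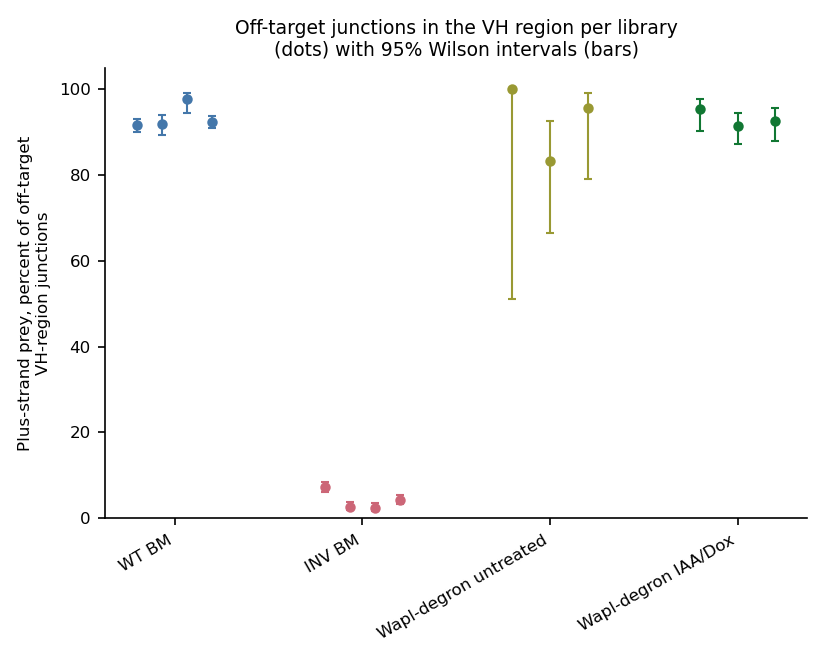
Percent of off-target VH-region junctions on the plus strand per library, with dots for libraries and bars for 95% Wilson intervals. WT BM libraries lie between 91.7% and 97.8% and INV BM libraries between 2.43% and 7.21%, while the untreated Wapl-degron libraries rest on 4, 30 and 23 junctions.

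In the Wapl-degron line the VH region held 8.84% ± 9.95 of off-target junctions with IAA/Dox and 0.159% ± 0.0729 without (n = 3 each, exact permutation p = 0.1, the smallest possible, adjusted p = 0.173), in lists of 635 to 9138 and 4874 to 13635 junctions. Replicate 1 decided the size: the treated libraries stood at 20.3%, 2.57% and 3.63%, and the difference was 8.68 percentage points with replicate 1 and 2.94 without it. Within run 6 the values were 2.57% in 1 treated library and 0.159% in 3 untreated libraries. Over chromosome 12 junctions alone, a denominator chosen after the values were seen, the shares were 33.4% ± 4.25 and 0.292% ± 0.126. The plus-strand share was 93.2% ± 1.97 with IAA/Dox and 93.0% ± 8.65 without (n = 3 each, exact permutation p = 1, adjusted p = 1). The untreated libraries had 4, 30 and 23 such junctions, with plus-strand shares of 100% (95% Wilson interval 51.0 to 100), 83.3% (66.4 to 92.7) and 95.7% (79.0 to 99.2), so a difference smaller than these intervals was not detectable.

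The libraries without a bait in their title had a bait in Igk on chromosome 6. Of their chromosome 6 junctions, 92.1% ± 0.632 (n = 2) with IAA/Dox and 90.5% ± 0.684 (n = 3) without lay more than 100 kb from the bait (exact permutation p = 0.2, the smallest possible, adjusted p = 0.292), higher in 2 of 2 libraries. The distance moved this result most: more than 1 Mb away lay 63.9% ± 1.92 and 43.3% ± 1.16. All 5 libraries came from 1 run. For libraries titled v-Abl cycling the labels list 3 uM STI-571 for 4 days, the treatment used to arrest such lines, so whether the cells were cycling is unclear. Their share over 100 kb was 93.5% ± 2.59 (n = 4) and that of BM pre-B cells 93.0% ± 0.222 (n = 3), a difference within the spread between libraries (exact permutation p = 0.857, smallest possible 0.0571, adjusted p = 0.905). Over 1 Mb the shares were 63.7% ± 1.47 (n = 4) and 56.5% ± 0.929 (n = 3). Replicates 2 and 4 of those titled cycling had only 690 and 766 junctions on chromosome 6, with 95% Wilson intervals of 87.9% to 92.3% and 90.5% to 94.2%. Leaving out replicate 3 of these changed the difference from 0.534 to -0.267 percentage points. These groups lay in 1 run each, so cell type and run cannot be told apart.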

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

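Of the tests in this part, those on the sequencing run, repeated junctions, counting error, JH products and uninverted cells with each junction counted once were chosen only after the result was seen; those on uninverted cells over all listed junctions, on Ighv5-2 in the denominator and on reads of other libraries were fixed before it.

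INV BM replicate 1 stood apart from the other 3 INV BM libraries in its VH share (11.7% against 8.40% to 8.74%), its VH share of D and VH junctions (13.1% against 9.001% to 9.09%) and its distal share (9.33%). WT BM replicate 3 stood apart from the other 3 WT BM libraries in its off-target plus-strand share (97.8% against 91.7% to 92.5%). Chance sets a library apart in about 1 in 20 groups, and 4 of 9 groups tested had one, of which 3 are measures of the same INV BM library.

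For the VH share of INV BM replicate 1, cells with an uninverted locus would raise VH segments other than Ighv5-2, which hold 92.6% of VH junctions in WT BM. Over all listed junctions these held 10.3% of the excess of 4.05 percentage points of D and VH junctions, which argues against such cells as the whole cause of that excess. With each junction counted once replicate 1 still stood apart, with a gap over the range of 0.959 in its VH share, but VH segments other than Ighv5-2 then held 91.5% of an excess of 5.64 percentage points. The gap that remained was thus not the same excess, so repeated Ighv5-2 junctions cannot be told apart from a higher use of Ighv5-2. For the excess of distinct junctions, uninverted cells would also pull the distal share without Ighv5-2 towards the 40.5% to 43.1% of WT BM. With each junction counted once that share was 62.3% in replicate 1, within the 61.2% to 63.6% of the other INV BM libraries. This argues against such cells as the whole cause of that excess, while a smaller part was not excluded. Depth remains open, because replicate 1 is the deepest INV BM library and distinct counts depend on depth. A shift common to its sequencing run cannot be told apart from a difference of the library itself. WT BM replicate 1, the only WT BM full list of that run, lay below the mean of the other WT BM libraries in its VH share of D and VH junctions, by a difference of -2.54 percentage points. Over all junctions it lay above them (45.5% against 16.4% and 6.04%), the direction such a shift predicts, where JH-region junctions also differed. A difference between cell preparations remains open and was not tested, and the labels give no biological factor within the group. The lower distal share may follow from the larger number of Ighv5-2 junctions in the denominator, since without Ighv5-2 the distal share of replicate 1 was 63.8%, within the 62.2% to 65.8% of the other libraries.

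The off-target plus-strand share of WT BM replicate 3 may be counting error. On distinct junctions, 54 of 56 lay on the plus strand in replicate 3 and 549 of 599 in the other libraries (Fisher's exact test, two-sided p = 0.3005). No biological explanation was tested.

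Junctions in the JH region on the minus strand were not among the VH segments tested, but they count in the total junctions used as the library size. They took 64.8% of junctions in WT BM replicate 2 and 87.4% in replicate 3, against 4.68% in replicate 1 and 2.39% to 9.38% in the INV BM libraries. The sequencing run alone would give INV BM libraries of the same run a share of that size, and the highest was 5.15%. Whether a few JH-to-JH products were amplified many times cannot be told apart from other sources. The 10 most frequent combinations of prey position and bait end took 37.3% and 40.9% of these junctions in replicates 2 and 3 against 6.20% to 15.8% in the other 5 BM libraries, while those of D junctions took 5.75% to 6.99% in the 7 BM libraries. In the 18 v-Abl libraries, where these junctions took only 0.210% to 1.42% of all, the 10 took 17.3% to 44.3% of 253 to 6090 such junctions and 28.1% to 57.6% of D junctions, so a high share of the 10 also occurs without the excess. Outside the 10, these junctions still took 40.6% and 51.6% of all junctions in replicates 2 and 3. An earlier form of this test, on the share of distinct junctions, was set aside because distinct counts saturate, and the values of its replacement had been seen when it was chosen. A biological difference between the WT BM cultures was not tested.

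In the pooled off-target list of the single-Igh INV line, 95.1% of VH-region junctions (117 of 123) lay on the minus strand. Only 59.7% of its read names were in the 3 libraries of that line, but reads of other libraries did not make the excess, since among VH-region junctions whose read was in the 3 libraries 95.3% lay on the minus strand. The excess has the same direction as in INV BM and goes with the labelled inversion, which remains open as a biological explanation without a test of its own; a selection step by the authors cannot be excluded.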

How the results depend on the processing

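Alternatives chosen only after the data were seen were each read name counted once, region edges, JH junctions or Ighv5-2 left out, chromosome 12 as denominator, D and VH junctions as the library size, annotated segments only, the run as a block, and line labels permuted in place of treatment labels.

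Over 68 results, 970 of 1053 alternatives (838 fixed earlier, 215 added) kept the direction and the side of the threshold, or for counts stayed within 1.5 times. Of 232 for shares, 213 did and 10 reversed. The other 9, all of the off-target plus-strand share of INV BM against WT BM, lost an unadjusted p under 0.05 (0.0286 with all libraries). No share had an adjusted p under 0.05. Most exact permutation tests of shares had a smallest possible p of 0.0571 or more, so for them only the direction could change. Of 101 for counts, 12 moved. Of 720 for named segments, 33 lost the threshold, 8 gained it and 11 reversed.

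The distal share of INV BM against WT BM reversed from -23.0 percentage points to 0.819 with distinct junctions and to 27.9 without Ighv5-2, which shows that Ighv5-2 sets its sign. Wapl-degron untreated against parental reversed in VH share to 0.131 with distinct junctions, and in distal share to 0.317 with distinct junctions and 0.346 with the 1 Mb split; with 1 library left out that share ran from -0.758 to 0.284. Both groups were within their spread from the start. Leaving out 1 library gave -4.63 to 3.70 for the off-target plus-strand share with IAA/Dox and -0.267 to 1.61 for the long-range share of libraries titled cycling against pre-B cells.

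The off-target plus-strand difference of INV BM from WT BM was -89.4 with the replicate block (p = 0.125) and -90.4 to -88.0 with 1 library left out (p = 0.0571), each exact permutation p being the smallest possible, so fewer arrangements explain the lost threshold. Among shares and named segments the block changed no other call except those of Ighv5-2 and Ighv2-2 in WT BM against parental, which it gained. Counts of called segments stayed within 1.5 times under the block: it called 160 for INV BM against WT BM, of which 144 were among the 148, 144 for WT BM against parental, with all 124 among them, and 135 for single-Igh INV, with all 133. In the other 3 comparisons it called the same segments or, for Wapl-degron untreated against parental, 0 again. Outside Wapl-degron untreated against parental the numbers did not pair the libraries.

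Counts of called segments moved as follows. The quasi-binomial model called 0 (limma 148) for INV BM against WT BM, with 4 at an unadjusted p under 0.05. It called 0 (limma 124) for WT BM against parental, with 0 unadjusted, and 31 (limma 133) for single-Igh INV. For single-Igh INV its median log2 change was -30.98 (limma -5.23), a size reached where 1 group holds no junction. Its p cannot show a change in such segments, so those missing calls are not evidence against one. Other causes were not tested. Annotated segments alone gave 95 for INV BM. Minimums of 1 and 100 junctions, which change how many segments are tested, gave 250 and 58 for the Wapl-degron line, 231 and 61 for the single-Igh line, and 53 at 100 for single-Igh INV. The run as a block gave 76 for the single-Igh line. VH junctions as the library size, which removes the overall change in VH share, gave 50 for single-Igh INV and 52 for WT BM against parental. The same scaling gave 120 for the Wapl-degron line (121 with total junctions) and 185 for INV BM against WT BM (148). Removing the overall change thus need not lower the count, and the cause of the 2 falls was not tested.

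The same library size reversed Ighv1-85 in single-Igh INV (0.70), and in WT BM against parental Ighv5-2 (-2.55), Ighv2-2 (-2.36) and Ighv5-4 (-1.73). Distinct junctions reversed Ighv5-2 (-0.43) and Ighv2-2 (-0.16) there; the cause was not tested. In Wapl-degron untreated against parental, near 0 throughout, VH junctions as the library size gave 0.0050 for Ighv2-2 and 0.033 for Ighv5-4, distinct junctions 0.046 for Ighv2-2, and 1 library left out -0.21 to 0.0023 for Ighv2-2 and -0.27 to 0.017 for Ighv5-4. Depth limits the untreated off-target strand shares (4, 30 and 23 junctions) and cycling replicates 2 and 4 (690 and 766).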

Other observations

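Of the tests in this part, the splits of the libraries and the tests on off-target spread, on loss of D junctions and on repeated junctions for Ighd4-1, and the D usage and Igk strand tests, were chosen only after the result was seen; those on CAC triplets and on repeated junctions for Ighd1-1 were fixed before it.

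Other splits of the same libraries were refitted for each count of called segments. For INV BM against WT BM 1 of the 35 splits, the real one, gave as many calls (148, against at most 27). That is the smallest share 35 splits allow, and it excludes chance at 0.05 only without adjustment for the 6 comparisons tested in this way. For the Wapl-degron line, the single-Igh line, the inverted single-Igh line and WT BM against parental, 1 of the 10 splits, the real one, did in each case, while the other splits gave at most 0, 0, 0 and 1 calls. With 3 against 3 libraries this count of splits cannot exclude chance at 0.05, whatever the number of calls. For the untreated Wapl-degron against the parental line all 10 of 10 splits gave as many, since the count was 0 in limma voom, with 2 at an unadjusted p under 0.05 and 0 calls by the trend and quasi-binomial models.

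The strand of off-target VH-region junctions, mostly plus in WT BM and mostly minus in INV BM, may come from joining at sites that resemble recombination signals, read in the orientation that a deletion needs. A CAC triplet, the start of a signal heptamer, bordered 59 of 356 plus-strand sites of WT BM on the break side and 7 on the mirrored side (Fisher's exact test, two-sided p = 3.0e-12). For the minus-strand sites of INV BM it bordered 110 and 2 of 562 (Fisher's exact test, p = 8.0e-33). On the less used strands it bordered 4 and 0 of 36 minus-strand sites of WT BM (Fisher's exact test, p = 0.115). For the plus-strand sites of INV BM it bordered 6 and 3 of 64 (Fisher's exact test, p = 0.492). Sites are not independent replicates, and the test bears on signal-like joining in either orientation, not on what causes the orientation. The inversion stays open as the biological explanation, and the unstated selection of off-target junctions as a technical one.

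The off-target VH-region share of the treated Wapl-degron libraries differed 7.90-fold between the highest and lowest. Junctions outside chromosome 12 are a candidate source of the spread, since over chromosome 12 junctions the ratio was 1.27. In JH-bait libraries 42.0% to 87.4% (median 76.0%, 25 libraries) of the junction positions outside chromosomes 12 and 6 were also found in libraries of other groups.

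D segment usage shifted with IAA/Dox in both Wapl-degron lines. Ighd1-1 (chromosome 12, 114720381 to 114720403) fell to 24.0% ± 1.23 from 77.1% ± 1.48 of D junctions in the Wapl-degron line and to 28.7% ± 6.02 from 66.8% ± 2.98 in the single-Igh line (n = 3 each, two-sided exact permutation p = 0.1, the smallest possible, adjusted p = 0.141 over 24 tests, lower in 3 of 3 libraries). Ighd4-1 (114668739 to 114668749) rose to 60.8% ± 1.70 from 11.7% ± 2.03 and to 45.9% ± 10.05 from 11.8% ± 2.46. Loss of D junctions to VH joining alone could not raise the Ighd4-1 share of D and VH junctions, which rose by at least 4.21 percentage points in both lines, over all listed junctions and with each junction counted once. It also allows a fall of Ighd1-1 no larger than the rise of VH, and over all listed junctions, where the fall was seen, it was 15.3 and 10.47 times the rise, which argues against that loss as its whole cause. With each junction counted once it was 0.457 and 0.217 times the rise, which decides nothing because distinct counts saturate for heavily used D segments. Repeated junctions do not explain the rise of Ighd4-1, which with each junction counted once was still at least 12.1 percentage points in both lines. For Ighd1-1 they cannot be told apart from a change in usage. In the single-Igh line it did not fall when each junction was counted once (a fall of -0.335 percentage points, with 23.1% against 22.8%), while in the other line it fell from 28.7% to 21.3%. By the expectation fixed earlier this would count for repeated junctions; it was read as open after the value was seen, because of that saturation. Loss of Wapl may be the biological source of the Ighd4-1 rise as a hypothesis, and other effects of IAA/Dox were not tested.

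In the Igk-bait libraries the plus strand took 54.0% ± 1.47 (n = 2) of junctions over 100 kb from the bait with IAA/Dox and 67.3% ± 1.55 (n = 3) without (two-sided exact permutation p = 0.2, the smallest possible). With each junction counted once the difference was smaller, at 56.8% and 56.1% with IAA/Dox against 59.3%, 59.5% and 60.9% without. Chromosome 6 held 87.7% and 90.8% of junctions in the treated libraries and 97.9% to 98.2% in the untreated ones, so the 2 sets differ in background as well.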
